A study of Mus musculus with 4 samples. Its data were reported in "A small molecule esculetin accelerates postprandial lipid clearance involving activation of C/EBPβ and CD36-mediated phagocytosis by adipose tissue macrophages" (2025).

How the data were processed

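ATAC-seq (assay for transposase-accessible chromatin using sequencing) was used to map open chromatin in RAW264.7 cells, a mouse macrophage cell line. In this assay the Tn5 transposase cuts accessible DNA and attaches sequencing adapters to it, so that read ends accumulate in open regions. All cells received 25 ug/mL of oxidized low-density lipoprotein carrying a fluorescent dye (DIL-oxLDL) for 24 h. The control group (2 libraries) received the solvent DMSO, and the esculetin group (2 libraries) received 40 ug/mL esculetin, a plant coumarin. Groups were taken from the treatment given in the sample labels.

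Per the methods of the study, the authors trimmed paired-end reads with Trim-Galore, aligned them to the mouse genome build mm10 with Bowtie2, removed duplicates and multiply mapped reads with Sambamba, and called peaks with MACS2. Peaks were called separately in each library, so the length of a peak list is 1 value per library. The options of the peak caller, including any shift of read ends for the transposase, are not stated. Removal of multiply mapped reads lowers the signal in repeats and in recent gene copies. The build was checked against the peaks: the last peak base on chromosome 1 was 195372051, which lies 217772 bp beyond the end of chromosome 1 in the newer build GRCm39.

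The deposited lists give, for each peak, its position and the place of its summit. The fold enrichment of the summit over its background is a linear ratio made by the authors' peak caller. The authors' lists also give the −log10 p and −log10 q of each summit. The deposited score was the whole part of 10 times the −log10 q in 99.99% of peaks. The lowest −log10 q lay between 1.347 and 1.413, as for a limit at q 0.05, and the shortest peak of every list was 200 bp long. No list held overlapping peaks. The fold, −log10 p and −log10 q depend on the depth of the library and were not themselves compared peak by peak between libraries. They were used to rank, filter or describe peaks within a list, to solve for the depth of each library, and to form a ratio of median folds within each list. At single loci the percentile of a peak within its own list is given for each library. That percentile also depends on the length of the list. The lists hold no read counts, so a count model such as the one used in the study was not run.

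Sequencing depth was estimated from the lists themselves. MACS2 computes the fold as the summit coverage plus 1 over the background plus 1, and p from a Poisson distribution, so both numbers can be solved for. For peaks with a −log10 p under 60, 100.0% of the 4 lists could be solved with a single solution. On 2000 simulated peaks the same procedure returned the coverage and background of 100.0%. Local backgrounds moved in steps of 0.02 in all 4 libraries, as reads counted with 1 fixed length would give. The genome-wide background coverage of each library, which is proportional to its number of mapped reads, was 6.51 in control replicate 1, 4.08 in control replicate 2, 4.97 in esculetin replicate 1 and 4.10 in esculetin replicate 2. It was used as the measure of depth.

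Genes were taken from a RefSeq table of the assembly GRCm38.p6, whose primary chromosomes are those of mm10. That table has no strand. The strand was copied from the gene of the same symbol or synonym in GENCODE vM39 where it lay on the same chromosome and in the same order relative to both neighbours, and no coordinate of that annotation was used. This gave a strand for 38090 of 49943 genes (76.3%) and for 18902 of 21887 protein-coding genes (86.4%). Each gene had 1 transcription start site (TSS), its 5′ end, so starts of internal transcripts were not counted. A peak was at a promoter if its summit lay within 1 kb of a TSS. Because 76.3% of genes is less than all, the promoter share was also computed with either end of any gene, which needs no strand. Exon, intron and untranslated region annotation of this build was not used here. The planned search for transcription factor motifs around summits was not run because no sequence of this build was used here.

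Comparisons other than peak number, covered length and the solved depth used chromosomes 1 to 19, X and Y. Peaks of the 4 libraries were merged into regions, and a region belonged to a library if at least 1 bp of a peak of that library lay in it. Overlap between 2 libraries was measured by the Jaccard index of base pairs, the shared length over the length covered by either. Group values are given as mean ± SD with n = 2. Differences in peak number, covered length, promoter share and genes with a promoter peak were tested with two-sided exact permutation tests over the 6 splits of the 4 libraries. The smallest p this test allows with 2 libraries per group is 0.33, so no difference could reach 0.05 in it. Shares are given with exact Clopper-Pearson 95% intervals, which cover counting error only. Computations used Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9. On 3050 simulated regions with known classes, no class fell short of its planted count (100.0% by class totals). The promoter share was off by at most 0.0 percentage points. Single regions were not traced to their class.

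Before the data were examined, 8 loci were fixed for description: Cebpb, Cd36, Nceh1, Abca1, Slc27a4 and Fabp4, which the study discussed, and Gapdh and Actb as references. Every peak from 10 kb before the gene to its end was read. The regions named were also chosen by a fixed rule: the 5 esculetin-only, the 5 control-only and the 3 shared regions with the highest within-list percentile of −log10 p in the library where they ranked lowest. Alternatives were a −log10 q of at least 5, an equal number of top peaks from every library (8581, the length of the shortest list), leaving out each library in turn, wider or stricter definitions of promoters and overlap, and bins of 1000 peaks of equal rank. Lists of 15 marker genes each for kidney, liver, intestine, neuron and macrophage were written before they were tested. For each list the number of genes with a peak in 1 library alone, from 10 kb before the gene to its end, was compared with 10000 random sets of protein-coding genes of similar length. In the same way, the number of 300 ribosomal protein pseudogenes with a summit inside was compared with random sets of the 7762 other pseudogenes. In a simulation with 8 planted genes, 8 were found, and 2.5% of 200 lists without planted genes had p under 0.05.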

Results

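To examine how esculetin altered chromatin accessibility in oxLDL-treated macrophages, ATAC-seq peak lists of RAW264.7 cells were compared between a control group (DMSO, n = 2) and a group given 40 ug/mL esculetin for 24 h (n = 2). All libraries had received 25 ug/mL DIL-oxLDL. The depth of the libraries, as background coverage, was 6.51 and 4.08 in control replicates 1 and 2, and 4.97 and 4.10 in esculetin replicates 1 and 2. The depth therefore overlapped between the groups, with control replicate 1 the deepest and control replicate 2 the shallowest.

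The number of accessible regions was compared first. Control replicates 1 and 2 had 19595 and 27833 peaks, and esculetin replicates 1 and 2 had 8677 and 12792. The mean was 23714 ± 5825 (SD, n = 2) in the control group and 10735 ± 2910 (SD, n = 2) in the esculetin group, a ratio of 2.21. Both esculetin libraries had fewer peaks than both control libraries, and the difference of means exceeded either SD. The exact permutation test gave p = 0.33, the smallest value this test allows with n = 2 per group. Among the alternatives, leaving out control replicate 2 moved the difference most toward 0, from -12980 to -8861 peaks, and leaving out control replicate 1 moved it to -17099. Peaks covered 9.52 ± 2.57 Mb (SD, n = 2) in the control group and 4.58 ± 1.12 Mb (SD, n = 2) in the esculetin group (exact permutation p = 0.33). Without control replicate 2, the difference in covered length was -3.13 Mb in place of -4.95 Mb. The median peak width was 329 and 335 bp in the control libraries and 373 and 358 bp in the esculetin libraries.

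The study examined where open regions lay relative to promoters before and after esculetin. The share of peaks with a summit within 1 kb of a TSS was 42.5% (95% interval 41.8 to 43.2) in control replicate 1 and 36.0% (35.5 to 36.6) in control replicate 2. It was 62.9% (61.9 to 64.0) in esculetin replicate 1 and 54.6% (53.7 to 55.4) in esculetin replicate 2. The group means were 39.3% ± 4.56 and 58.8% ± 5.91 (SD, n = 2 each), a difference of 19.5 percentage points with an exact permutation p of 0.33. In absolute number, promoter peaks were fewer in the esculetin libraries, with 5400 and 6919 against 8274 and 9995 in the controls. In all 4 libraries the promoter share was lower at ranks 7001 to 8000 (42.2% to 48.3%) than in each of the first 4 bins of 1000 peaks, so that a longer list tends to have a lower share. When the 8581 strongest peaks of each library were compared, the shares were 58.1% and 51.5% in the control libraries and 62.9% and 66.8% in the esculetin libraries. The difference was then 10.1 percentage points, and it still exceeded the SDs of 4.68 and 2.74. Within bins of 1000 peaks of equal rank up to rank 8000, the difference ranged from 19.7 percentage points at ranks 1001 to 2000 to 0.55 at ranks 7001 to 8000. In that last bin esculetin replicate 1 (42.2%) lay below both controls (43.7% and 45.7%) and esculetin replicate 2 (48.3%) above both. Past rank 8000 only esculetin replicate 2 had full bins in its group. Its share lay between the controls at ranks 8001 to 9000 and below both at ranks 9001 to 12000. At ranks 11001 to 12000 it was 26.1%, against 35.8% and 36.7%. In the first 1000 peaks, control replicate 1 (68.3%) lay between the esculetin libraries (67.3% and 72.6%).

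**Figure D1:**
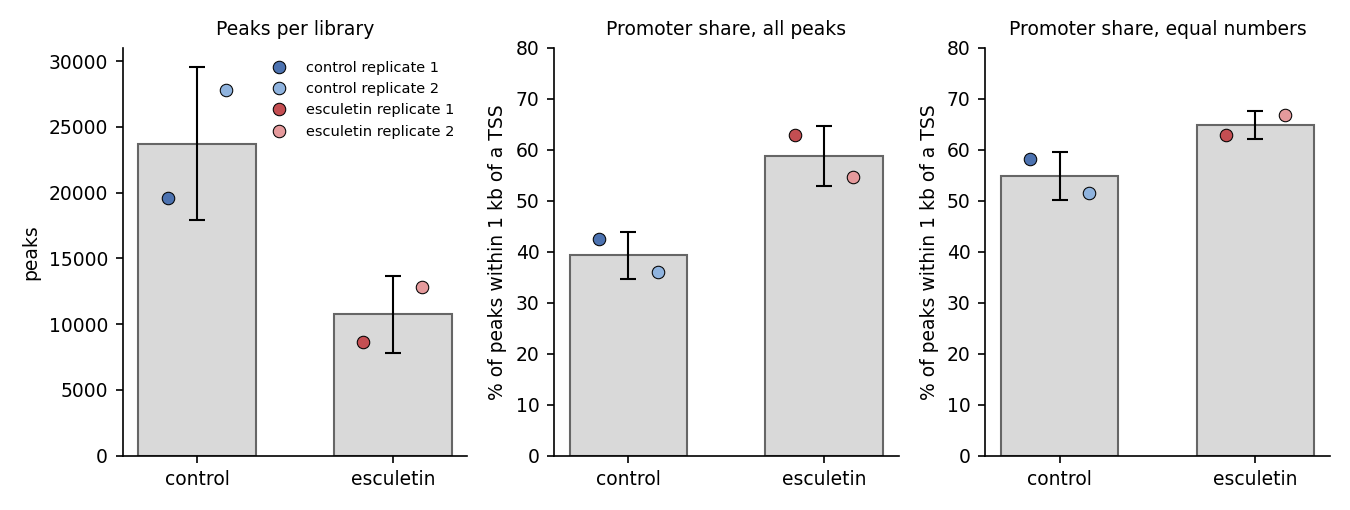
Peaks per library (left), share of all peaks within 1 kb of a TSS (middle) and the same share among the 8581 strongest peaks of each library (right). Points are libraries, bars are group means and error bars are SDs (n = 2); the means are 23714 and 10735 peaks, 39.3% and 58.8%, and 54.8% and 64.9%.

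**Figure D2:**
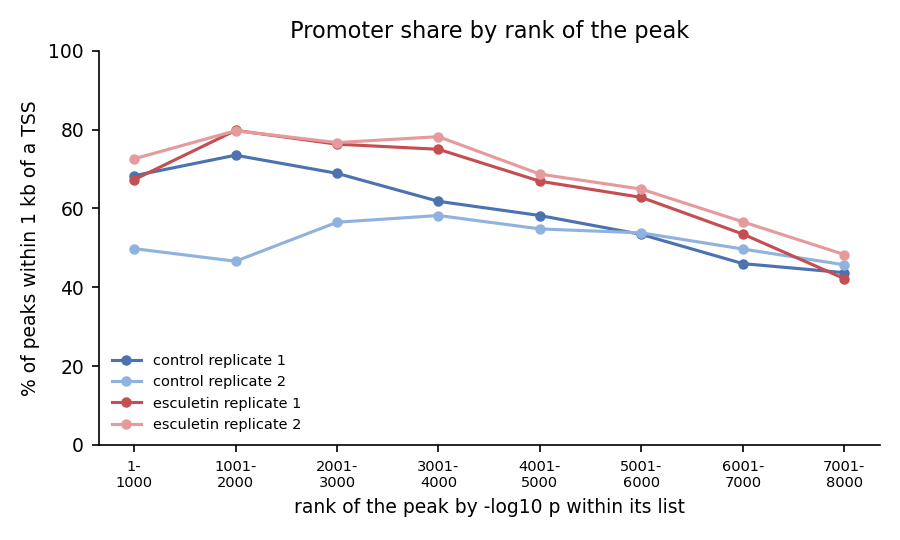
Share of peaks within 1 kb of a TSS in bins of 1000 peaks, ordered by −log10 p within each list; each line is 1 library. The groups are 19.7 percentage points apart at ranks 1001 to 2000 and 0.55 apart at ranks 7001 to 8000.

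The composition of the lists also differed between the 2 control libraries. Summits inside annotated pseudogenes made up 1.55% (95% interval 1.38 to 1.73) of the peaks of control replicate 1 and 6.39% (6.10 to 6.68) of those of control replicate 2. The shares were 0.83% and 0.51% in esculetin replicates 1 and 2. Among the 1000 strongest peaks, the pseudogene share was 49.0% (45.9 to 52.2) in control replicate 2, against 1.40%, 0.10% and 0.20% in the other libraries. Summits in the last of 10 equal parts of protein-coding genes of at least 5 kb amounted to 8.14% of the list in control replicate 2 and 3.23% in control replicate 1. They amounted to 1.48% and 1.58% in the esculetin libraries. A summit inside overlapping genes was counted once for each gene. A peak in a pseudogene can lie within 1 kb of the pseudogene's own 5′ end and is then counted at a promoter. With the TSS of protein-coding genes only, the promoter shares were 38.0% and 28.2% in the control libraries and 59.6% and 51.2% in the esculetin libraries.

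**Figure D3:**
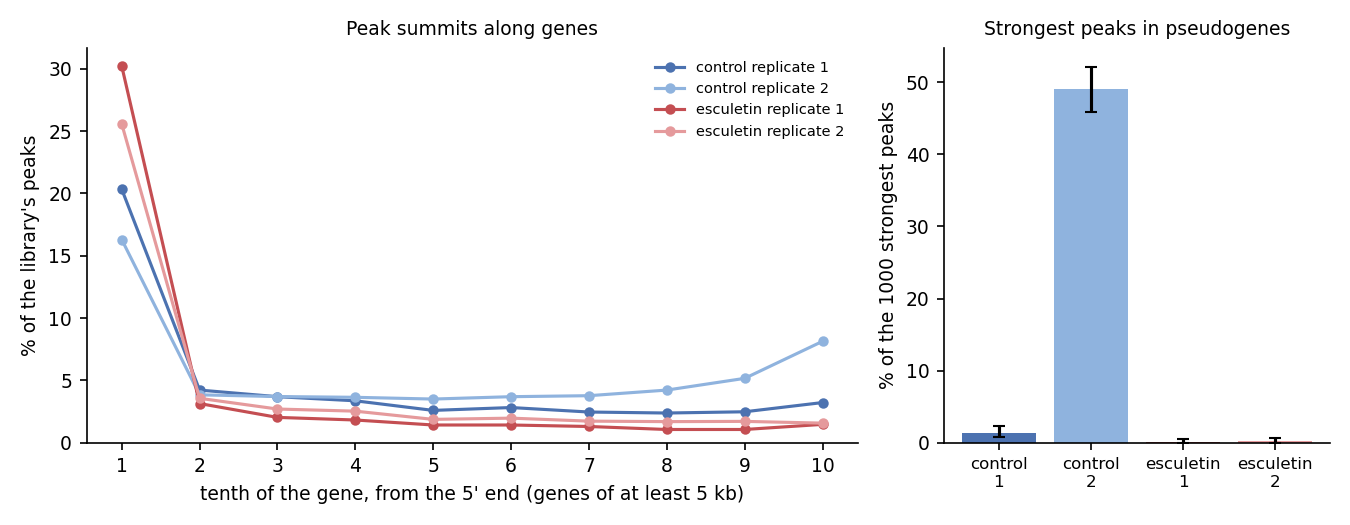
Left, summits in each of 10 equal parts of protein-coding genes of at least 5 kb, counted from the 5′ end, as % of each library's peaks. A summit inside overlapping genes counts once for each gene. Right, share of the 1000 strongest peaks inside annotated pseudogenes with exact 95% intervals. Control replicate 2 reaches 8.14% in the last part and 49.0% in pseudogenes, above the other 3 libraries in both.

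The overlap of the lists was then compared within and between groups. The Jaccard index was 0.371 between the control libraries and 0.472 between the esculetin libraries. The 4 pairs across groups had indices of 0.324 (control replicate 1 with esculetin replicate 1), 0.377 (control replicate 1 with esculetin replicate 2), 0.228 (control replicate 2 with esculetin replicate 1) and 0.274 (control replicate 2 with esculetin replicate 2). The mean was 0.421 within groups and 0.301 between groups, but control replicate 1 was as close to esculetin replicate 2 as to control replicate 2. Without esculetin replicate 1 the difference of the means was 0.046 in place of 0.121. With the 8581 strongest peaks of each library, control replicate 1 was closer to both esculetin libraries (0.393 and 0.433) than to control replicate 2 (0.314). No test was made because the pairs share libraries.

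Merging the 4 lists gave 36037 regions. Of these, 6181 (17.2%) were called in all 4 libraries, and 74.2% of them (95% interval 73.1 to 75.3) had a TSS within 1 kb of the centre. In the esculetin lists, 87.2% of the regions of replicate 1 and 77.8% of those of replicate 2 were also called in a control library. Regions called in both control libraries and no esculetin library numbered 4993, and regions called in both esculetin libraries and no control library numbered 300, a ratio of 16.6. For reference, the 4 classes made of 1 control and 1 esculetin library held 132, 155, 418 and 482 regions. A total of 12631 regions (35.1%) were called in control replicate 2 alone. The balance between the group-specific classes depended on the length of the lists. With the 8581 strongest peaks of each library, 1264 regions were called in the esculetin group alone and 592 in the control group alone, so the order of the 2 classes was the opposite. A TSS lay within 1 kb of the centre in 33.3% (28.0 to 39.0) of the 300 esculetin-only regions and in 21.9% (20.7 to 23.0) of the 4993 control-only regions, a difference of 11.5 percentage points (6.24 to 17.1). This difference changed sign when either esculetin library was left out, to -4.52 without esculetin replicate 1 and -12.6 without esculetin replicate 2. The presence or absence of a call is not a test of the signal, because a region can lie just under the limit of the peak caller in one library.

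**Figure D4:**
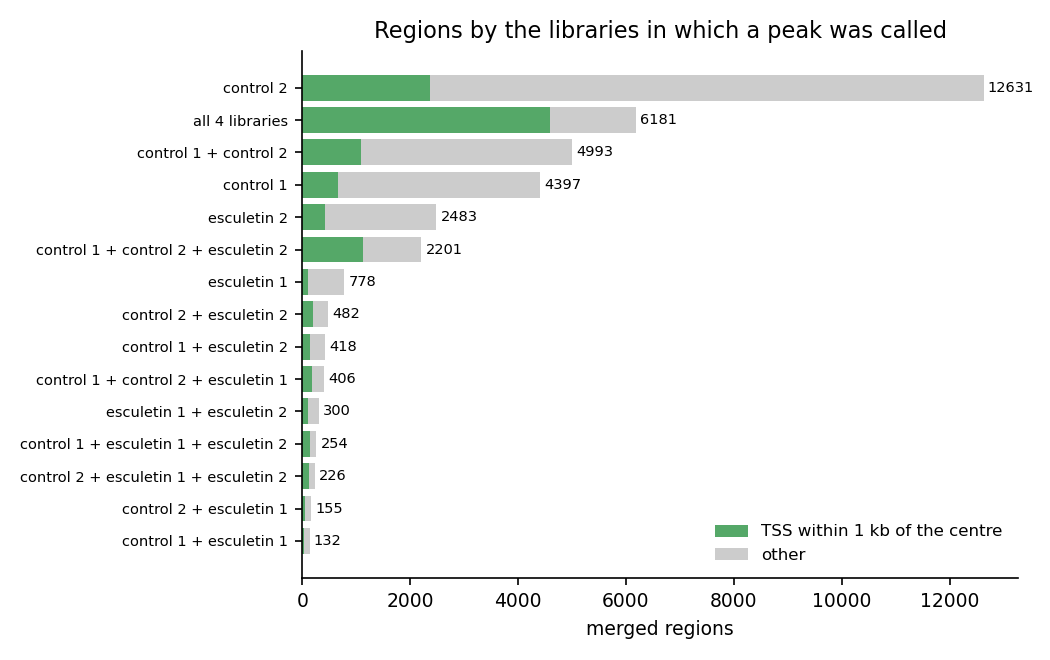
Number of merged regions (x axis) in each combination of libraries with a called peak; green, regions with a TSS within 1 kb of the centre; grey, other regions. The largest classes are control replicate 2 alone (12631), all 4 libraries (6181) and the control pair (4993), and the esculetin pair holds 300.

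The strongest esculetin-only regions (mm10) were mostly away from promoters. They lay at chromosome 11, 105102863 to 105103178, 21393 bp from the TSS of the snRNA gene Gm25362; at chromosome 2, 166441781 to 166442046, 5537 bp from the lncRNA gene 5031425F14Rik; and at chromosome 17, 65961346 to 65962188, 10580 bp from Twsg1. Another lay inside Ica1 (chromosome 6, 8730057 to 8730312), and the last was 204 bp from the TSS of Btbd2 (chromosome 10, 80656272 to 80657123). Their lower within-list percentile ranged from 72.3 to 90.2. Of the 5 strongest control-only regions, 3 lay inside the pseudogenes Tpt1-ps3 (chromosome 6, 99877648 to 99878481), Gm10123 (chromosome 9, 96895555 to 96896352) and Gm8730 (chromosome 8, 102864804 to 102865937). Another lay inside the ubiquitin gene Ubb (chromosome 11, 62552095 to 62553219), and the last lay in none of the genes given a strand here (chromosome 14, 46083965 to 46084953). All 5 had percentiles of at least 98.97 in both control lists. Regions overlapping a pseudogene were 4.11% of all control-only regions, so the strongest of them do not represent the class. The 3 strongest regions shared by all libraries lay at chromosome 12, 3109772 to 3110211, at chromosome 9, 35305132 to 35305677, inside the lncRNA gene Gm33838, and at chromosome 12, 97061353 to 97061871.

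At the gene level, 7594 and 7890 protein-coding genes had a promoter peak in the control libraries, and 5686 and 7102 had one in the esculetin libraries. The means were 7742 ± 209 and 6394 ± 1001 (SD, n = 2 each; exact permutation p = 0.33). The difference of -1348 genes was -640 without esculetin replicate 1 and -2056 without esculetin replicate 2. With equal numbers of top peaks it was reversed, with 1490 more genes in the esculetin group. A promoter peak was shared by all 4 libraries in 5068 genes. In 685 genes it was found in both control libraries only, and in 87 genes in both esculetin libraries only.

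The loci discussed by the study were then examined. At Cebpb (chromosome 2, 167688915 to 167690432), which encodes the transcription factor C/EBPβ, a peak lay at the TSS in both esculetin libraries, with summits 70 bp before and 50 bp after it and percentiles of 39.0 and 45.6. Control replicate 2 also had a peak at the TSS (percentile 22.7) and a stronger one 847 bp into the gene (percentile 62.9), whereas control replicate 1 had none. That percentile was above those of both esculetin peaks at the TSS. By rank, however, both esculetin peaks lay higher, because the list of control replicate 2 is longer. At Cd36 (chromosome 5, 17781690 to 17888959), which encodes a scavenger receptor for oxLDL, no library had a peak within 1 kb of the 5′ end used here. All 4 libraries had a peak inside the gene 8897 to 8945 bp from that end, with percentiles of 80.7 and 20.1 in the control libraries and 36.4 and 6.3 in the esculetin libraries. By rank in place of percentile, both esculetin peaks lay between the peaks of the control libraries. Each control library had 2 further peaks inside Cd36, and the esculetin libraries had none. The study's view of accessibility at Cd36 rested on read signal and on a further ATAC-seq experiment, and neither was examined here. At Nceh1 (chromosome 3, 27183004 to 27245266), which encodes a cholesterol ester hydrolase, all 4 libraries had a promoter peak, with percentiles of 75.1 and 72.7 in the control libraries and 49.8 and 89.7 in the esculetin libraries. By percentile the esculetin libraries lay on either side of the control libraries. This order depends on the length of the lists and did not hold by rank. The control lists held 19595 and 27833 peaks and the esculetin lists 8677 and 12792. By rank both esculetin peaks therefore lay above both control peaks. Rank in turn depends on what else a list holds. Neither order compares the signal itself, here or at the other loci. A further peak inside Nceh1, 26950 to 26995 bp from the TSS, was called in both control libraries (percentiles 83.8 and 69.4). Esculetin replicate 2 had it too (percentile 24.5), and esculetin replicate 1 did not. For Abca1, a promoter peak was called in control replicate 2 alone (percentile 10.6), and esculetin replicate 2 had a peak just outside the promoter window, 1172 bp from the TSS (percentile 36.3). For Slc27a4, one was called in both control libraries and in esculetin replicate 2. No library had a peak in the window of Fabp4. Among the reference genes, Gapdh had a promoter peak in all 4 libraries. At Actb (chromosome 5, 142903115 to 142907976), the strongest peak of both control libraries lay over the 3′ part of the gene, at 142904100 to 142904758 (percentile 85.5) in control replicate 1 and at 142903097 to 142904835 (percentile 99.3) in control replicate 2, whereas the strongest Actb peaks of the esculetin libraries lay 2071 and 1913 bp from the 5′ end. No library had an Actb peak within 1 kb of the 5′ end used here. Both esculetin libraries had an Actb peak 1211 and 1216 bp from that end, whereas the closest control peaks lay at 1952 and 2623 bp. Starts of internal transcripts were not counted, so whether these esculetin peaks lie at a promoter of Actb stays open. Thus, with the 1 TSS per gene used here, no locus examined showed a promoter call present in both esculetin libraries and absent from both control libraries. At Cebpb this rests on control replicate 2 alone, whose list was unusual in its pseudogene and 3′ peaks. At Actb it depends on the 5′ end used.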

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

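The test in this part was chosen after the result was seen. Peaks outside chromosomes 1 to 19, X and Y, which most comparisons left out, made up 1.11% of the list of esculetin replicate 1 and 0.876% of that of esculetin replicate 2. Both shares were above those of control replicates 1 and 2 (0.612% and 0.366%), which is why they were singled out. In number, however, there were 96 and 112 such peaks in the esculetin libraries and 120 and 102 in the control libraries. The highest number in an esculetin library (112) was not above the highest in a control library, as a similar number of peaks in shorter lists would give. The higher share is therefore consistent with the shorter lists alone, since the same 112 peaks or fewer are divided by fewer peaks in all. Each list held 2 peaks on the mitochondrial genome. A biological change in these sequences was not tested, and the treatment remains open as an explanation for the shorter lists themselves.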

How the results depend on the processing

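Of the alternatives, 6 were chosen after seeing the data: either end of any gene, lists without pseudogene peaks (promoter share and genes), control-only regions without pseudogenes, and the 2 settings that combined equal numbers of top peaks with another choice. The exact permutation test of 2 against 2 libraries cannot give p under 0.33. Its p-values therefore say nothing about stability, and only directions and sizes are described.

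The lower peak number kept its direction in all alternatives run, from -8861 to -17099 peaks across the 4 comparisons that each left out one library. The covered length also kept its direction. Its difference ranged from -3.13 to -6.76 Mb when one library was left out, and was -0.675 Mb with equal numbers of top peaks, where only the peak width can differ. The promoter share was higher in the esculetin group in all 23 alternatives, from 15.3 to 23.7 percentage points when one library was left out. It was 10.1 with equal numbers of top peaks, 15.8 when these were set against protein-coding genes only, and 6.78 when control replicate 2 was left out as well. It was smallest, 0.55, at ranks 7001 to 8000. Bins past rank 8000 were not among the alternatives, since only esculetin replicate 2 of its group fills them. At ranks 9001 to 12000 its share was lower than in both controls. Without pseudogene peaks it was 21.4, and with either end of any gene 17.5.

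The difference in Jaccard index within and between groups (0.121) ranged from 0.046 (without esculetin replicate 1) to 0.221 (without control replicate 1) when one library was left out. Counted as the share of the shorter list, overlap within groups exceeded that between groups by 0.243 percentage points at 1 bp and by 3.02 at 50% reciprocal overlap. The separation of the groups by overlap thus depends on the measure.

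The group-specific regions changed most. With equal numbers of top peaks, esculetin-only regions rose from 300 to 1264, control-only regions fell from 4993 to 592, which reversed the order of the 2 classes, and the difference in their promoter share rose from 11.5 to 37.0 percentage points. The lists of the other 3 libraries are truncated by this setting, which removes weak control calls that had matched esculetin peaks. Leaving out one library gave 529 (without control replicate 2) to 2804 (without esculetin replicate 1) esculetin-only regions. It gave 5412 (without esculetin replicate 1) to 17738 (without control replicate 1) control-only regions, where the group with 1 library left needs only 1 call. The difference in promoter share then ranged from -12.6 to 24.0 percentage points, with a reversed sign when esculetin replicate 1 (-4.52) or 2 (-12.6) was left out. The cause was not tested beyond the smaller number of libraries. Control-only regions with a top peak in some library numbered 1992. This setting was void for esculetin-only regions, because the shortest list enters whole.

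The number of genes with a promoter peak differed by -640 (without esculetin replicate 1) to -2056 genes (without esculetin replicate 2) when one library was left out, and by 1490 in the opposite direction with equal numbers of top peaks, since a larger part of the esculetin lists lies at promoters.

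With the replicate number as a block, the difference within same-numbered pairs was -12980 peaks and 19.5 percentage points of promoter share on average, each with an exact sign-flip p of 0.5, the smallest possible. The numbers were not shown to pair the libraries. The correlation of their deviations from the group means was -0.086 over 36037 regions, and the mean Jaccard index was 0.299 for same-numbered and 0.303 for crossed pairs. The alternatives for motifs were not run. The class counts are limited by the detection threshold, since a region absent from a list can lie just below the q limit of that library.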

Other observations

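Tests chosen only after the result was seen were those on depth, on RNA-derived fragments and deeper sequencing in control replicate 2, and on the part of control replicate 2 in the promoter share. The count of macrophage markers in control replicate 2 was also read only afterwards. The kidney marker tests were prompted by peaks seen in the same list, and their marker lists were written before those markers were examined.

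Fewer peaks in the esculetin libraries could reflect lower depth. Against this, both esculetin libraries had fewer peaks than control replicate 2 at a similar or higher background coverage, the ratio of esculetin replicate 2 to control replicate 2 being 1.005 with 12792 against 27833 peaks. This coverage counts all mapped reads, including mitochondrial ones. The lists do not give their share, so depth in nuclear DNA alone was not compared. Against control replicate 1 depth stays open, since the higher of the esculetin libraries reached 0.763 of its background coverage. Depth did not order the lists within a group either, as the deeper library of each group had fewer peaks. A lower share of reads in peaks and an effect of esculetin on accessibility also stay open and were not tested, because the lists hold no reads outside peaks. Material other than open chromatin of these cells in the control libraries, as weighed in the next 2 paragraphs, stays open as a source of their longer lists. How many of their peaks it gave was not tested.

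Control replicate 2 had an unusual list. Of its 1000 strongest peaks, 49.0% lay in pseudogenes, 120 of its peaks lay in ribosomal protein pseudogenes against 27, 3 and 1 in control replicate 1 and esculetin replicates 1 and 2, and peaks collected toward the 3′ ends of genes. The X chromosome held 7.1% of its 1000 strongest peaks and 1.0% to 1.1% in the other libraries. A candidate explanation is fragments made from RNA or cDNA, since spliced transcripts of highly expressed genes align best to their processed pseudogenes and cDNA is often rich in 3′ ends. The excess at pseudogenes and gene ends is the pattern itself and tests nothing. As a test, pseudogenes of ribosomal protein genes, whose transcripts are abundant, were compared with other pseudogenes of similar length. Their count was already part of the pattern, so only the comparison with other pseudogenes adds to it. Of 300 such pseudogenes, 119 had a peak in control replicate 2, against a mean of 48.1 and a highest value of 72 in 10000 random sets of other pseudogenes, which is in line with an origin in abundant transcripts. No explanation was tested for the X chromosome. Deeper sequencing that brings in weak peaks is argued against, because the excess was there among the strongest peaks (49.0%) and the background coverage of this library, 4.08, was the lowest. Of 15 macrophage markers, 12 had a peak in control replicate 2 alone, against a mean of 5.13 in random gene sets of similar length (permutation p = 0.0002, 0.002 after Benjamini-Hochberg adjustment over 10 tests). This is the direction that transcripts of the cells themselves would give, but open chromatin of macrophage genes called in this library alone would give it too, and 11 of the 15 also had a peak in another library. Control replicate 1 may hold a smaller amount of the same material. There 28 of the 300 ribosomal protein pseudogenes had a peak, against a random mean of 7.9, and its strongest Actb peak also lay over the 3′ part of the gene. The design gives no biological explanation for a difference between 2 control libraries, and none was tested.

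Control replicate 1 had strong peaks absent from the other 3 lists near genes of kidney metabolism. Such peaks lay in the windows of Pck1 (chromosome 2, 173158214 to 173159084, percentile 97.0), Slc27a2 (chromosome 2, 126552983 to 126553677, percentile 93.4) and Gpx3 (chromosome 11, 54907142 to 54907357, percentile 91.4). A list of 15 other kidney markers was then written and tested. Of these, 8 had a peak in control replicate 1 alone (Slc34a1, Fbp1, Kap, Umod, Lrp2, Slc22a6, Cubn and Miox), with best percentiles from 95.3 at Slc34a1 and 85.3 at Kap to 8.3 at Miox. The number was 2 of 14 liver markers, 1 of 14 intestine markers, 3 of 15 neuron markers and 1 of 15 macrophage markers. Only 5 of 10000 random gene sets of the same lengths reached 8, against a mean of 2.09 (permutation p = 0.0006, 0.003 after adjustment over 10 tests), which argues against chance calls. In control replicate 2 the counts were 1 for kidney, 2 for liver, 3 for intestine and 4 for neuron, none above the random mean. The kidney list shares 1 gene with the liver list, and 5 of its 15 genes had a peak in another library. DNA of kidney cells in control replicate 1 is therefore a candidate explanation with 8 of 15 markers, written as a hypothesis because the pattern was first seen in the same list. No biological explanation was tested, as both control libraries carry the same treatment label.

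These 2 patterns bear on the promoter share. Shorter lists alone are argued against as the whole cause of the higher share in the esculetin group, since 10.1 percentage points (10.09) remained with equal numbers of top peaks and the lowest esculetin library lay 4.84 above the highest control library. The peaks of control replicate 2 alone are argued against as the whole cause too, since 6.78 points remained without it. That remaining difference rests on 1 control library, and peaks of other cells in control replicate 1 could add to it. Their share was not tested. A weaker signal at distal regions relative to promoters after esculetin would predict a lower ratio of distal to promoter fold within each list. Among the 6181 regions shared by all libraries, the ratio was 0.906 and 0.877 in the esculetin libraries and 0.943 and 0.913 in the control libraries. The higher esculetin ratio (0.906) was below both, as predicted, but by less than the difference between replicates. An effect of esculetin on distal regions may contribute and is not separated from library quality here.

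The 300 esculetin-only regions may be in part calls near the detection threshold. Their median lower percentile over the esculetin lists was 24.2, just under the limit of 25 set beforehand, and 154 of them (51.3%) lay below it. In number they lay between the mixed classes of 1 control and 1 esculetin library, above the 132 and 155 regions with esculetin replicate 1 and below the 418 and 482 with esculetin replicate 2. However, their median was above that of the 4 mixed classes (14.9 to 19.2). The 5 strongest regions had percentiles of 72.3 or more, but they were picked by this same value. It also does not show how far under the limit the control signal lay, so the threshold stays open for those too.

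The names of the peaks within the lists carry replicate numbers of their own. These were 1 and 2 in the control lists, as in the labels, but 2 and 3 in the lists labelled esculetin replicates 1 and 2. The group letters were the same in both. If the names are right, the replicate numbers do not match across groups as the labels have them. Whether a further esculetin library exists is not known here, and such a library would bear on every esculetin mean. The serial numbers in the names also skip values between the control and the esculetin lists. A further control library is therefore not excluded either, and it would bear on every control mean.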
